A study of Mus musculus with 6 samples.

How the data were processed

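Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin. The cells were mouse definitive endoderm made from epiblast stem cells (EpiSCs), cells that resemble the epiblast of the embryo just before gastrulation. Their line (7H, of mixed BL6 and 129 background) carries the transcription factor OTX2 fused to a degradation tag and EGFP. The small molecule dTAG13 recruits the ubiquitin machinery to the tag, so that the tagged protein is degraded, and DMSO is its solvent. Per the labels' protocols, cells were cultured for 16 h with 40 ng/ml Activin A and 3 uM CHIR, then for 24 h with 100 ng/ml Activin A and 100 nM LDN. dTAG13 or DMSO was present for 24 h from the primitive streak stage, and 50000 live sorted cells went into each library, made with a Nextera kit. There were 6 libraries, 3 with DMSO and 3 with dTAG13. The design text calls the 3 libraries of a group technical replicates, so the spread behind the authors' standard errors is that of repeated libraries and need not include the spread between separate cultures.

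The files used here were a table of all peaks, its subsets of enriched peaks, and a list of peaks per group. The signal in the authors' deposited table is the mean, over the libraries, of read counts normalized by size factors, as the column names of DESeq2 denote. The log2 fold changes of dTAG13 over DMSO and their standard errors were taken as the authors deposited them. A negative value means more signal in DMSO, per the file headers. The deposited score per peak equals the log2 fold change divided by its standard error, with a largest difference of 8.72e-07. The deposited p-value follows from that score by a two-sided normal test, and the deposited adjusted p-value equals the Benjamini-Hochberg adjustment over 69128 peaks, with a largest difference of 7.87e-06. The other 1366 of the 70494 peaks, with a mean normalized count of at most 1.87, have no adjusted p-value in the deposited table. Per the file names, peaks were called with MACS2 on build mm10 from all libraries of a group together. The aligner, the read filters, the handling of duplicates, any shift of read ends and the MACS2 threshold are not stated. The deposited peak lists hold positions only, with no score. The enriched lists were checked against the table: peaks with an adjusted p under 0.05 and a log2 fold change of at most -1 gave 2599 peaks and those of at least 1 gave 882 peaks, the same peaks as deposited.

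Values per library were not used here, because the table gives 1 mean per peak. No differential test of the 6 libraries was therefore run, and the authors' calls were counted as deposited. The design fixed in advance provided for this case. Sequencing depth per library is not given. The precision of each peak is that of the authors' standard error, and Wilson intervals at 95% on shares of peaks cover counting error over peaks only.

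Sequences were taken from GRCm38.p6, the assembly of mm10, after its chromosome lengths had been compared with the peak positions. Positions are given 1-based. Of the 7579 transcript versions named in the authors' annotation, 6363 (84.0%) are in GENCODE mouse release 21, whose 81033 transcription start sites were used. A peak counted as promoter peak when its midpoint lay within 1000 bases of a start site. Peaks of the pooled lists were shared when they overlapped by at least 1 base. For motifs, the 100 bases on each side of the midpoint were scanned on both strands for 12 consensus sequences fixed in advance, among them GGATTA for OTX and, as a control of the same base composition, its reversed sequence ATTAGG. Shares were compared with those of the 67013 remaining peaks of the table by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over the 24 motif tests or the pair of promoter tests. Peaks are not independent replicates, so these tests compare classes of peaks in these libraries. For 40 genes fixed in advance, the genes with an enriched peak were counted by the authors' gene column and set against 10000 random gene lists matched on the number of peaks. The peaks named in the text follow a rule fixed in advance: the 5 with the most negative and the 5 with the most positive log2 fold change among the called peaks, and for each listed gene with a call the peak with the smallest p. Others are said to have been chosen after their values were seen. The peaks of some listed genes are not reported here one by one, although the counts over the list include them.

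Alternatives covered the filter on weak peaks, the centring of fold changes, the threshold, the overlap, the promoter distance, the motif window, the background and the gene assignment. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The functions were tested on simulated data. Overlaps equalled a direct count for 400 of 400 intervals, 200 of 200 planted motifs were found, and 200 of 200 changed peaks were called, with 6 calls among 70294 unchanged peaks. The changed peaks were given large changes at small standard errors. Their recovery was thus set in advance and does not measure sensitivity for weak peaks.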

Results

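Accessibility was profiled in definitive endoderm that kept OTX2 (3 DMSO libraries) or lost it for 24 h (3 dTAG13 libraries), to ask which open chromatin regions depend on the factor. The authors' deposited table lists 70494 peaks of mm10 with a median length of 131 bases. Its mean normalized counts over the 6 libraries had a median of 7.33 (quartiles 4.26 and 14.9) and ranged from 1.24 to 18402.8. Most peaks therefore rested on few reads. The 10 strongest peaks held 3.95% of the summed mean normalized counts. Depth per library is unknown, and errors are the standard errors (SE) of the authors' deposited table.

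The first comparison asked which peaks changed upon OTX2 loss. In the authors' deposited table, 3638 of 69128 peaks with an adjusted p (5.26%) were below 0.05, of which 2622 were lower and 1016 higher in dTAG13, a ratio of 2.58. The lower peaks made up 72.1% of the calls. An unadjusted p under 0.05 was given for 13903 peaks. The split between directions depended on the zero point of the fold changes. The median log2 fold change of all peaks was -0.18, and moving it to 0 gave 2056 lower and 1958 higher peaks, 51.2% lower. Centring on the median of the peaks found in both groups' lists (0.09) instead gave 3159 lower and 790 higher. The alternative that moved the direction most, setting the median of each decile of GC content to 0, gave 1380 lower and 2254 higher. Setting medians of all peaks to 0 acts on this balance by construction. The total stayed between 3634 and 4014 under these 3 settings.

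With an absolute log2 fold change of at least 1 as a further condition, 2599 peaks were enriched in DMSO and 882 in dTAG13. Their median log2 fold changes in the authors' deposited table were -3.29 (quartiles -4.84 and -2.18) and 2.30 (quartiles 1.65 and 3.46), with median SE of 0.92 and 0.65. Median mean normalized counts were 8.41 and 10.3, against 7.24 for the remaining peaks, and 26.01% and 20.6% of the enriched peaks lay under 5, against 32.7% of the remaining ones. From the fold changes and size factors recovered from the table, the lower group averaged at most 3 reads per library in 1773 DMSO-enriched peaks (68.2%) and 343 dTAG13-enriched peaks (38.9%). Fitted fold changes of such peaks are not well determined. With 3 reads per library put in as a floor, the median log2 fold changes became -1.79 and 1.83. The other 157 calls had smaller changes, a median mean normalized count of 63.5, and went up in dTAG13 in 134 cases.

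**Figure D1:**
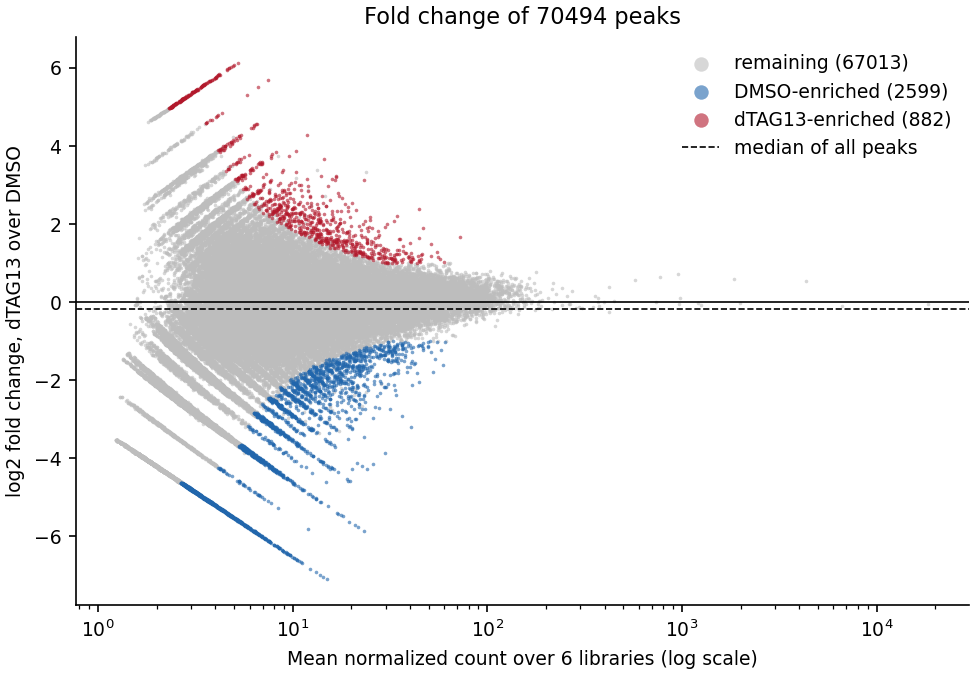
Log2 fold change of dTAG13 over DMSO (vertical) against the mean normalized count over the 6 libraries (horizontal, log scale), 1 point per peak of the authors' deposited table; DMSO-enriched peaks are blue (2599), dTAG13-enriched peaks red (882) and remaining peaks grey (67013). The dashed line is the median of all peaks (-0.18), and the stripes at low counts are peaks with few or no reads in 1 of the groups.

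The 5 peaks with the most negative values in the authors' deposited table had log2 fold changes of -7.11 to -6.83 (SE 1.24 to 1.25, adjusted p 1.8e-05 to 4.71e-05). All 5 occurred in the DMSO peak list alone. The lowest lay at chromosome 8, 91855955 to 91856296, an intergenic region assigned to Gm28511, and contained 1 OTX consensus. It was followed by an intergenic peak assigned to Ankrd46 (chromosome 15, 36442547 to 36442869). Next came a peak in intron 4 of 8 at Ssbp3 (chromosome 4, 106993947 to 106994141), also with 1 OTX consensus. An intergenic peak was assigned to Gm13466 (chromosome 2, 45911052 to 45911378), and a peak assigned to Gm15699 lay in intron 7 of 11 (chromosome 1, 104961739 to 104961993). The recovered steps put 0 reads in dTAG13 for all 5. Against the floor of 3 reads per library their signal was 8.50-fold higher in DMSO at Gm28511 and 7.01-fold at Gm15699. Such floor values leave out the sampling error of the higher group, so they are no lower bounds.

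The 5 most positive peaks, all in the dTAG13 list alone, had log2 fold changes of up to 6.14 in the authors' deposited table (SE 1.38 to 1.43, adjusted p 0.00172 to 0.00316) and mean normalized counts of only 5.25 to 4.68. They lay in intron 1 of 22 of Slc15a1 (chromosome 14, 121492197 to 121492307), in an intergenic region assigned to Mir6356 (chromosome 18, 68753531 to 68753701) and in intron 2 of 14 at Hipk2 (chromosome 6, 38771476 to 38771565). The other two were a promoter peak of Epha1 (chromosome 6, 42372862 to 42372935) and an intergenic peak assigned to Ibtk (chromosome 9, 85663258 to 85663357). None of the 5 contained the OTX consensus. With 0 reads recovered for DMSO, their signal against the floor of 3 reads per library was 4.38-fold higher in dTAG13 at Slc15a1 and 3.90-fold at Ibtk.

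The second comparison asked how far the open regions of the groups coincide. The pooled DMSO list held 65089 peaks covering 10.3 megabases, and the pooled dTAG13 list 44391 peaks covering 6.76 megabases, a ratio of peak numbers of 1.47. Of the DMSO peaks, 35038 (53.8%, Wilson interval 53.4 to 54.2%) overlapped a dTAG13 peak, and of the dTAG13 peaks 35334 (79.6%, 79.2 to 80.0%) overlapped a DMSO peak. Requiring an overlap of 50% of both peaks lowered these shares most, to 44.4% and 65.1%. With 1 pooled list per group, the difference in list size cannot be set against replicate error. Shared peaks were longer, with a median of 169 bases against 95 for unshared DMSO peaks, and 140 against 81 bases for the dTAG13 list.

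List membership was called from the same libraries that give the fold change, so fold changes by list are not independent of membership. In the authors' deposited table, the 33960 peaks of both lists had a median log2 fold change of 0.09 (quartiles -0.24 and 0.43), the 28237 of the DMSO list alone -1.25, and the 8297 of the dTAG13 list alone 1.46. Of the peaks in both lists, 320 (0.942%, interval 0.845 to 1.051%) were DMSO-enriched and 298 (0.878%, 0.784 to 0.982%) dTAG13-enriched, shares whose intervals overlapped. Being in both lists depends on the change itself, so these shares describe a selected set. DMSO-enriched peaks made up 2279 (8.07%) of the peaks in the DMSO list alone, and dTAG13-enriched peaks 584 (7.04%) of those in the dTAG13 list alone. By deciles of the mean normalized count, the ratio of DMSO-enriched to dTAG13-enriched peaks was 1.125 in the lowest decile (81 against 72 peaks, exact binomial p 0.518), 7.14 in the second and 1.68 in the highest (104 against 62 peaks, exact binomial p 0.00139). Counting all calls in the highest decile, however, 127 were lower and 194 higher in dTAG13 (exact binomial p 0.000219), a direction that reversed to 172 lower and 110 higher when centred on peaks of both lists.

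**Figure D2:**
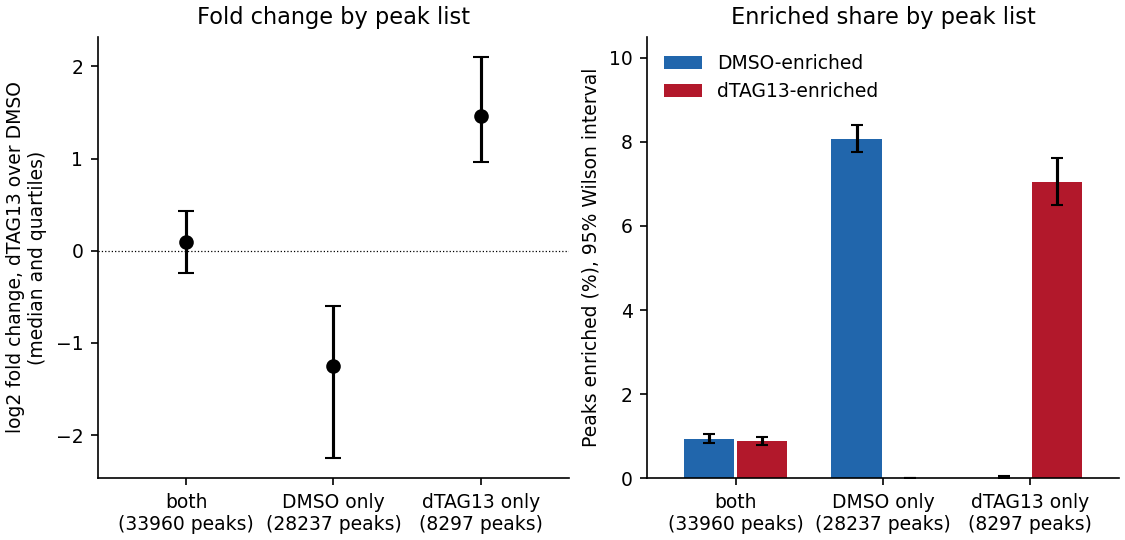
Left, median and quartiles of the log2 fold change (dTAG13 over DMSO) for peaks in both pooled lists (33960), in the DMSO list alone (28237) and in the dTAG13 list alone (8297). Right, percent of these peaks that were DMSO-enriched (blue) or dTAG13-enriched (red) with 95% Wilson intervals; in peaks of both lists the shares were 0.942% and 0.878%.

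The third comparison concerned promoters. A start site lay within 1000 bases of 177 of 2599 DMSO-enriched peaks (6.81%, Wilson interval 5.90 to 7.84%) and 140 of 882 dTAG13-enriched peaks (15.9%, 13.6 to 18.4%), against 20027 of 67013 remaining peaks (29.9%). Both shares were below that of the remaining peaks by Fisher's exact test, with odds ratios of 0.171 (adjusted p 6.74e-182) and 0.443 (adjusted p 1.31e-21). The DMSO-enriched share was also below the dTAG13-enriched share (odds ratio 0.387, Fisher's exact p 2.0e-14). The 134 calls higher in dTAG13 with smaller changes, 101 of them at promoters, count among the remaining peaks. The dTAG13-enriched share therefore describes changes of at least 1 in log2 and not all calls higher in dTAG13. Across the alternatives the odds ratios stayed below 1, and the widest promoter, 5000 bases, moved the DMSO-enriched value most, to 0.359. In the authors' annotation, 1082 DMSO-enriched peaks (41.6%) were distal intergenic and 996 (38.3%) intronic, and of the dTAG13-enriched peaks 343 (38.9%) and 303 (34.4%).

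The fourth comparison asked whether enriched peaks carry the OTX consensus GGATTA. It occurred within 100 bases of the midpoint in 889 of 2599 DMSO-enriched peaks (34.2%, Wilson interval 32.4 to 36.1%), in 10 of 882 dTAG13-enriched peaks (1.13%, 0.617 to 2.07%) and in 5310 of 67013 remaining peaks (7.92%, 7.72 to 8.13%). The odds ratios were 6.04 (Fisher's exact test, adjusted p 7.53e-297) and 0.133 (adjusted p 5.19e-19). The reversed sequence ATTAGG was also more frequent in DMSO-enriched peaks (16.0% against 6.73%, odds ratio 2.64), which had a lower median GC content (49.0% against 53.5%). Against GC-matched remaining peaks, the odds ratio of the OTX consensus was 4.38 and that of the reversed control 1.83. Lists drawn again after centring fold changes within GC deciles gave 36.3% and 2.96% of peaks with the consensus, against 8.42% of the others.

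**Figure D3:**
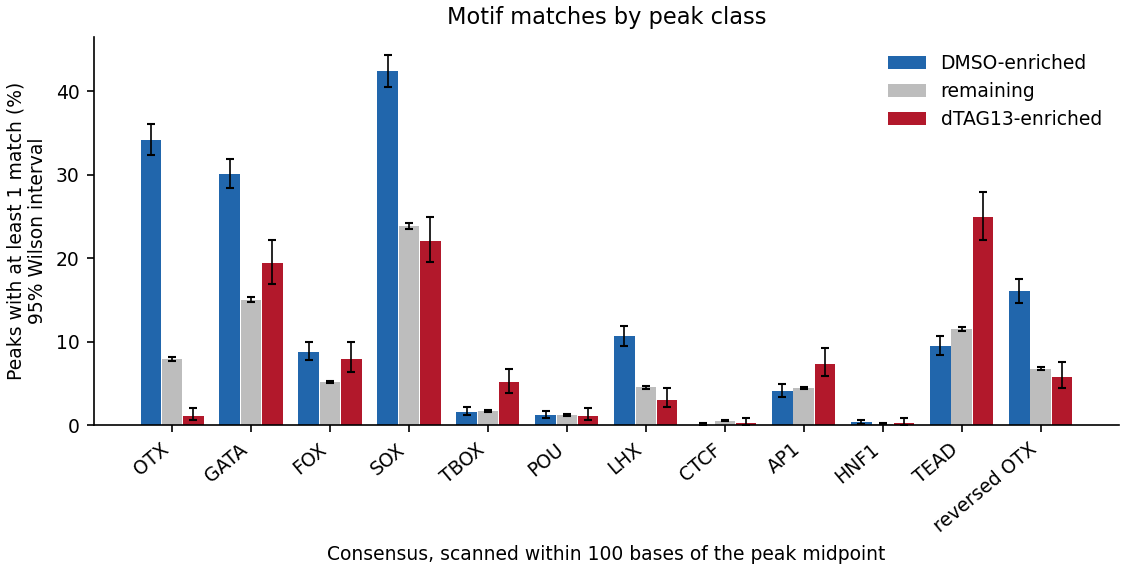
Percent of peaks with at least 1 match of each consensus within 100 bases of the midpoint, for DMSO-enriched (blue), remaining (grey) and dTAG13-enriched peaks (red), with 95% Wilson intervals. The OTX consensus was found in 34.2%, 7.92% and 1.13% of these classes.

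Among the other motifs, those for SOX (42.4% against 23.8%), GATA (30.1% against 15.0%), LHX (10.7% against 4.51%) and FOX (8.77% against 5.16%) were more frequent in DMSO-enriched than in remaining peaks, with adjusted p from 4.41e-91 to 2.52e-13 by Fisher's exact test. Against GC-matched peaks their odds ratios fell to 1.62, 1.52, 1.49 and 1.18 (Fisher's exact test, unadjusted p 3.25e-27, 4.08e-18, 9.74e-08 and 0.0369). These lay below the 1.83 of the reversed control. That control was built from the OTX consensus and was itself in excess. The ranking therefore does not decide whether these excesses go beyond base composition. In dTAG13-enriched peaks, the TEAD consensus GGAATG occurred in 24.9% against 11.5% (odds ratio 2.57, adjusted p 1.36e-27), the T-box consensus AGGTGTGA in 5.10% against 1.67% (odds ratio 3.17, adjusted p 4.04e-10) and the AP1 consensus in 7.37% against 4.42% (odds ratio 1.72, adjusted p 0.000219). The FOX consensus was also more frequent in dTAG13-enriched peaks (7.94%, odds ratio 1.59, adjusted p 0.00101). The TEAD and T-box odds ratios against GC-matched peaks were 2.31 and 2.87. For AP1 and FOX they fell to 1.36 each (unadjusted p 0.0335 and 0.0331), and the AP1 excess was not past the threshold within 50 bases of the midpoint (odds ratio 1.37, p 0.0975). The GATA excess in dTAG13-enriched peaks (19.4%, adjusted p 0.00101) was no longer past the threshold against GC-matched peaks (odds ratio 1.12, p 0.229). CTCF sites occurred in 1 DMSO-enriched peak (0.0385%) against 0.534% of remaining peaks (adjusted p 8.01e-05). The TEAD consensus was less frequent in DMSO-enriched peaks (9.47%, odds ratio 0.808, adjusted p 0.00252). HNF1 and POU sites did not differ past the adjusted threshold in either class.

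The OTX consensus of DMSO-enriched peaks lay near the midpoint. A site wholly within the 50 bases on either side, not crossing the midpoint, was found in 19.9% of DMSO-enriched, 4.14% of remaining and 0.227% of dTAG13-enriched peaks. At 450 to 500 bases the shares were 3.69%, 3.45% and 3.40%.

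**Figure D4:**
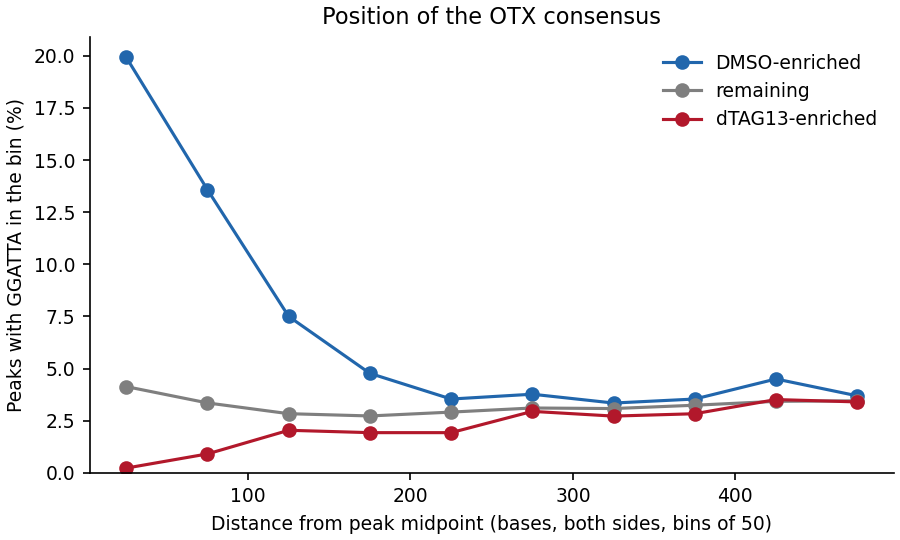
Percent of peaks with GGATTA wholly within a bin of 50 bases, both sides of the midpoint pooled (vertical), by distance of the bin from the peak midpoint in bases (horizontal), for DMSO-enriched (blue), remaining (grey) and dTAG13-enriched peaks (red). The classes differ near the midpoint (19.9%, 4.14% and 0.227%) and come together at 450 to 500 bases.

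The last comparison looked at 40 genes of endoderm, primitive streak and axial patterning. By the authors' gene column 37 of them had peaks, and none was assigned to the other 3, among them Otx2 and Cdx4. Of 170 peaks at these genes in the authors' deposited table, 19 were called (15 lower and 4 higher in dTAG13), and 28 when adjusted over the list alone (23 lower and 5 higher). A DMSO-enriched peak was present at 9 genes, against a median of 6 (2 to 10) in the random lists, of which 10.2% reached 9. A dTAG13-enriched peak was present at 3 genes, against a median of 2 (0 to 5). By genes with an enriched peak, the list thus lay within the range of random genes with as many peaks. With 37 genes this does not exclude an excess. The share of the list's peaks that were called was not set against random lists.

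Of the 12 listed genes with a call, the smallest adjusted p in the authors' deposited table was at Hesx1, in an intergenic peak (chromosome 14, 27005939 to 27006297) with a log2 fold change of -2.96 (SE 0.48, adjusted p 2.88e-06). A peak annotated by the authors as a promoter peak of Pou5f1 (chromosome 17, 35507028 to 35507435), 1213 bases from the nearest start site used here, had -2.99 (SE 0.52, adjusted p 1.8e-05) in the authors' deposited table. Intergenic peaks at Cxcr4 (chromosome 1, 128654146 to 128654401) and Dkk1 (chromosome 19, 30554417 to 30554824) had log2 fold changes of -1.24 (SE 0.33) and -1.04 (SE 0.28) in the authors' deposited table. The Dkk1 call was lost when fold changes were centred within GC deciles (adjusted p 0.116). At Fzd8, Hnf4a and Shisa2 the dTAG13 libraries averaged under 3 reads. Against the floor of 3 reads per library, DMSO signal was 6.98-fold, 3.83-fold and 3.49-fold higher, with the sampling error of DMSO left out. The Hnf4a peak, at its promoter, had a log2 fold change of -2.54 (SE 0.82) in the authors' deposited table. It lost its call when the median was centred on 0 (adjusted p 0.0583). The peak assigned to Shisa2 lay in intron 32 of 35 of a transcript and was 94374 bases from the nearest start site, that of Gm19716.

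Higher in dTAG13 were the promoter peaks of Axin2 (chromosome 11, 108920131 to 108920455) and Mixl1 (chromosome 1, 180696990 to 180697674), with log2 fold changes of 1.10 (SE 0.27, adjusted p 0.0042) and 0.998 (SE 0.24, adjusted p 0.0031) in the authors' deposited table. Of the 8 peaks assigned to Axin2, however, 1 was dTAG13-enriched and 1 other DMSO-enriched. An intergenic peak at Fgf8 (chromosome 19, 45725806 to 45725971) had 2.25 (SE 0.75, adjusted p 0.0496) in the authors' deposited table. This Fgf8 peak was not called without the filter on weak peaks (adjusted p 0.0505) or with at most 50% soft-masked bases (adjusted p 0.0508). Centring on peaks of both lists also removed its call (adjusted p 0.0597). The peak at Nanog (chromosome 6, 122703858 to 122703921) had a log2 fold change of 3.90 (SE 1.29) and a mean normalized count of 4.22 in the authors' deposited table. Against the floor of 3 reads per library it was 3.30-fold higher in dTAG13. Its adjusted p of 0.0488 in the authors' deposited table rose to 0.0529 when centred on peaks of both lists.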

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

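The test given here was chosen after the shares had been seen. The table of all peaks carries a pair of columns headed as lists of genes that went down or up, with rank 10 in their names, which no comparison above uses. The marks are per gene: none of the genes has marks that differ between its peaks. They are presumed to come from another experiment on expression, since no expression value was used here. Signal in them stood out from the remaining peaks, which serve as background. Genes marked as down held 7.27% of the DMSO-enriched peaks (189 of 2599, Wilson interval 6.34 to 8.33%), against 2.71% of the remaining and 1.59% of the dTAG13-enriched peaks. Genes marked as up held 4.99% of the dTAG13-enriched peaks (44 of 882, 3.74 to 6.63%), against 3.01% of the remaining and 2.19% of the DMSO-enriched peaks.

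A technical explanation is that marked genes have more peaks and so more chances of an enriched one. Random gene sets matched on the number of peaks argue against it. Of 370 genes marked as down, 128 had a DMSO-enriched peak, against a median of 70 (57 to 84) in 10000 matched sets, a one-sided permutation p of 0.0001, the smallest these sets can give. Only 12 had a dTAG13-enriched peak, against a median of 25. Of 429 genes marked as up, 39 had a dTAG13-enriched peak, against a median of 27 (18 to 37, one-sided permutation p 0.0107), and 45 had a DMSO-enriched peak, against 72. A link between accessibility and expression of the nearest gene is a candidate explanation and stays a hypothesis. How the marks were made is unknown, the nearest gene need not be the regulated one. The smaller excess on the dTAG13 side lies just past the random range.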

How the results depend on the processing

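The alternatives were chosen before the data were examined, except centring on the peaks of both lists, centring within GC deciles, the limit on soft-masked bases, the authors' own promoter annotation and the redrawn lists for the OTX consensus, which were chosen after seeing the data. No paired analysis was possible because the authors' deposited table gives 1 mean and 1 fold change per peak, with no values per library. For the same reason leaving out a library, another test or normalization of counts, a minimum of summed counts, other pseudocounts and other splits of the 6 libraries were not run. Comparisons of the highest-scoring peaks were not run, since the peak lists hold no score.

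The number of calls depended on the threshold, and their direction on the centring. An adjusted p under 0.01 left 1207 calls, 923 lower and 284 higher in dTAG13, by its own construction. With the median of all peaks at 0, a shift of 0.18 in log2, 1958 peaks were higher, against 1016 as deposited, and the lower share fell from 72.1% to 51.2%, while 3072 of the 3638 deposited calls remained. Centring within GC deciles gave 1380 lower and 2254 higher, 37.97% lower, with 2370 of the deposited calls remaining. Centring on the peaks of both lists gave 3159 lower and 790 higher, 80.0% lower, with 3412 remaining. The counts of lower and higher peaks stayed within 1.5 times the deposited ones when the filter on weak peaks was dropped (3564 calls) or moved to the lowest quartile (3024), with a minimal fold change (3481), and with at most 50% soft-masked bases (3247). The restriction to chromosomes 1 to 19 and X removed none of the calls. Setting medians of all peaks to 0, overall or within GC deciles, acts on the balance of directions by its construction, so these splits show a dependence on the zero point and are no evidence of a bias. Which zero point is right cannot be read from the table, so the ratio of lower to higher calls is not a robust value here.

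The share of DMSO peaks found in the dTAG13 list fell from 53.8% to 46.4% when 50% of the peak's length had to be covered and to 44.4% when 50% of both lengths had to be. For dTAG13 peaks it fell from 79.6% to 74.8% and 65.1%, as stricter overlap must. The order of the shares follows from the sizes of the lists and tests nothing.

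The OTX consensus kept its direction and its side of the threshold in all 16 alternatives, with odds ratios of 4.38 to 8.44 for DMSO-enriched and 0.0493 to 0.332 for dTAG13-enriched peaks. The promoter odds ratios did so in all 10, at 0.130 to 0.359 and 0.215 to 0.486. The gene list gave 9 and 8 genes with a DMSO-enriched peak by nearest start site within 100000 and 50000 bases, and 3 with a dTAG13-enriched peak in both. The genes differed, however: within 100000 bases Foxa2, Gata6 and Fzd5 entered and Shisa2, Fzd8 and Axin2 left the DMSO-enriched set.

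Scanning the whole peak reversed several motif results, among them that of TEAD in DMSO-enriched peaks, which was past the threshold in both directions. For DMSO-enriched peaks it raised the odds ratio of T-box sites from 0.946 to 1.45, of AP1 from 0.928 to 1.60 and of TEAD from 0.808 to 1.33. For dTAG13-enriched peaks it raised SOX from 0.907 to 1.13, POU from 0.938 to 1.16 and the reversed control from 0.850 to 1.14. Enriched peaks were longer (median 213 and 182 bases) than remaining ones (128), so the whole peak offers more sequence. The AP1 value of DMSO-enriched peaks was 1.005 within 50 bases. For POU in DMSO-enriched peaks the main 1.02 became 0.812 within 50 bases, 0.814 against GC-matched and 0.937 among distal peaks, and in the stronger dTAG13-enriched peaks the POU value was 1.32, none past the threshold. The cause of the POU and short-window changes was not tested. Beyond these 11, 17 other motif values changed side of the threshold: 11 weaker and 6 stronger. For named peaks, 184 values kept and 12 lost their call, the latter all at listed genes and 5 of them at the threshold of 0.01.

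Depth limits the size of the changes. The lower group averaged at most 3 reads per library in 68.2% of DMSO-enriched and 38.9% of dTAG13-enriched peaks, so the fitted fold changes there are not well determined and are no bounds. With such peaks at the floor of 3 reads per library, the median log2 fold changes were -1.79 and 1.83, against -3.29 and 2.30 as deposited.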

Other observations

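The tests on unequal lists, the GC trend, small changes and the steps of the counts were chosen after the results had been seen. The others were written before.

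The excess of the OTX consensus in DMSO-enriched peaks was weighed against base composition and location. Against GC-matched peaks its odds ratio was 4.38, above the 1.83 of the reversed control, and among distal peaks alone it was 4.90. Neither accounts for the whole excess. Fold change also graded with the number of sites. Peaks with 0, 1, 2 and 3 or more sites had median log2 fold changes of -0.12, -1.25, -2.41 and -3.61, and 2.66%, 13.1%, 27.9% and 35.5% of them were DMSO-enriched. Among peaks of both lists the medians were 0.10, -0.13, -0.45 and -0.48, the last from 3 peaks. Direct loss of OTX2 from its sites may account for this, as a hypothesis, since binding was not measured here. The consensus was absent from 1710 of the 2599 DMSO-enriched peaks. Without it, the ratio of DMSO-enriched to dTAG13-enriched peaks was 1.96, against 88.9 with it. In the decile of highest counts the ratio was 24 with the consensus (24 against 1 peak). Without the consensus it was 1.31 there (80 against 61 peaks), not different from an even split (exact binomial p 0.129).

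The consensus was also depleted in dTAG13-enriched peaks. Sites within 50 bases of the midpoint that did not cross it occurred in 0.227% of them, against 4.14% of the remaining peaks. The remaining peaks include many that fell without a call, so part of this contrast is built into the background. Among peaks of both lists with no call, the share within 100 bases was 4.99%, still above the 1.13% of dTAG13-enriched peaks.

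Peaks in the DMSO list alone outnumbered those in the dTAG13 list alone, 28237 to 8297. If depth were the only difference between the lists, uncalled peaks of either kind should carry the consensus about equally often. They did not: 12.97% of 25958 DMSO-only peaks had it (interval 12.6 to 13.4%), against 3.62% of 7713 dTAG13-only peaks (3.22 to 4.06%), an odds ratio of 3.78 over GC deciles, where the reversed control had 1.49. This argues against depth as the only difference, among peaks not matched on location or strength. Real losses below the threshold of the authors' test may play a part. The shares do not show how much of the difference in number depth accounts for, so its contribution stays open.

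The weakest mean normalized counts carry a trace of the libraries. All 2905 peaks under 2.2 (100%) were sums of whole multiples of 6 steps within 2e-08, against 0.133% of random values, so chance does not account for the match. Each step is 1 read divided by a size factor and by 6. The 3 steps that make up the most negative fold changes gave size factors of 1.35, 1.31 and 1.09 (mean 1.25, SD 0.141), and those of the most positive 0.961, 0.823 and 0.780 (mean 0.855, SD 0.0948). The ratio of the means was 1.46, and that of the list sizes 1.47. With 3 libraries against 3, the groups of values do not overlap, for which the smallest exact two-sided p is 0.1. Sums of the 3 steps of one side matched 91.8% of 2171 weak peaks with strongly negative and 55.4% of 278 with strongly positive fold changes, so the dTAG13 side rests on fewer peaks. Steps cannot be tied to single libraries. Of the whole numbers recovered above 0, 76.6% and 82.6% were even, as when both mates of a pair are counted. In that case 2 reads stand for 1 fragment and the evidence behind weak peaks is smaller than the counts. The search recovered planted factors in 8 of 8 simulated draws, but not factors in simple whole-number ratios.

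The same steps were matched to enriched peaks with a mean normalized count below 16. Of 2090 such DMSO-enriched peaks, 850 (40.7%) had reads on their own side alone, and of 628 dTAG13-enriched peaks 146 (23.2%), where 0.307% and 0.07% would match by chance. The weakest of them held 20 reads in all in DMSO and 12 in dTAG13, and the medians were 27 and 14.5. These steps show unequal depth over the peaks, though not in total sequencing.

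Several technical explanations of the larger number of calls higher in DMSO were tested. Less precise fold changes on the other side do not account for it, since at a matched size of change and count the SE of dTAG13-higher peaks was 0.947 times that of DMSO-higher peaks in the median of 10 deciles, and below 1 in each. Over all calls together, unequal peak lists cannot be told apart from a real excess. In the decile of highest counts, 99.9% of whose peaks are in both lists, the ratio of lower to higher calls was 0.655, but 0.149 with the median of all peaks at 0 and 1.56 when centred on peaks of both lists. For changes of at least 1 in log2, the ratio in that decile was 1.68. It was 0.454 with the median of all peaks at 0 and 2.71 when centred on peaks of both lists. A real excess and the choice of zero therefore cannot be told apart. As deposited, that decile held 24 DMSO-enriched against 1 dTAG13-enriched peak with the OTX consensus (exact binomial p 1.55e-06). Without the consensus the counts were 80 against 61 (exact binomial p 0.129). For peaks with the consensus this argues against unequal lists, while for the rest a real excess cannot be told apart from them. A GC trend cannot be told apart either. Taking out GC decile medians of all peaks gave a ratio of 0.612, but this sets the balance by construction and counts neither for nor against the trend. Medians from peaks of both lists raised the ratio from 2.58 to 3.83, although membership of both lists depends on the change itself. Median log2 fold changes ran from -0.91 in the lowest to 0.01 in the highest GC decile over all peaks, but from -0.01 to 0.07 over peaks of both lists. GC-poor peaks are also the weak ones (median count 4.31 against 16.14), which keeps the question open. Loss of accessibility at OTX2-dependent sites remains an open biological explanation.

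Calls with small changes went the other way, 134 of 157 (85.4%) being higher in dTAG13, 101 of them at promoters. After centring on the peaks of both lists, 65 of 115 (56.5%) were higher, no longer different from an even split (exact binomial p 0.191). A shift of all fold changes in this direction moves the balance toward even by its construction and also changes the set of calls, so an offset in scaling between the groups cannot be told apart from a real change. The 3 smallest adjusted p of the table belong here. They lay at Gm10800 and Gm10801 on chromosome 2 (soft-masked over 81.2% and 67.7% of their bases) and at Gm44436 on chromosome 6 (32.4%), peaks chosen after their values were seen. Their mean normalized counts were 4336.21, 1856.28 and 957.071 in the authors' deposited table. Whether repeats that collect reads from many copies play a part was not tested.

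The columns C1 to C4 divide the enriched peaks without a stated meaning: C1 (1091) and C2 (1508) hold the DMSO-enriched, C3 (489) and C4 (393) the dTAG13-enriched peaks. A split by OTX2 binding is not what the consensus shows, with 33.0% in C1 and 35.1% in C2 (Fisher's exact p 0.276), both far above the 7.92% of the remaining peaks, though a consensus is no measure of binding. The GATA consensus did differ, with 21.7% in C1 and 36.2% in C2 (odds ratio 2.05, adjusted p 3.0e-14 over 24 tests), as it did with 13.7% in C3 and 26.5% in C4 (odds ratio 2.27, adjusted p 2.64e-05). Of the other motifs, LHX was more frequent in C2 than in C1 (odds ratio 1.76, adjusted p 0.000216), and FOX (0.624) and AP1 (0.510) were less frequent (adjusted p 0.00425 for both). Base composition does not account for the GATA difference between C1 and C2: over GC deciles the odds ratio was 1.80 (bootstrap interval 1.48 to 2.16). C2 and C4 peaks were also weaker than C1 and C3 peaks (median counts 6.66 and 7.60 against 11.8 and 13.4) and less often at promoters (5.31% and 7.89% against 8.89% and 22.3%). The marks could reflect binding of another factor or a clustering of the signal, such as by cell type, and neither was tested.

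In the gene column, 23 names, given to 82 peaks, are 5-digit numbers of the kind a spreadsheet makes from dates. For 64 of these peaks the nearest start site is that of the gene whose symbol reads as that month and day. Searches by symbol miss these genes, and 3 enriched peaks are affected.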
